A study of Mus musculus with 4 samples. Its data were reported in "SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells" (2018).

How the data were processed

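RYBP is a subunit of a non-canonical Polycomb repressive complex. Its occupancy was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in FLK1-positive mesoderm sorted from mouse embryoid bodies. The series holds 4 samples. There were 2 RYBP ChIP samples and 2 input samples, which are chromatin set aside before the precipitation. The labels place all of them at day 3.75 of differentiation, whereas the methods of the study give a slightly later day for the RYBP experiment. The design text of the series speaks of SCL ChIP, whereas its title, the antibody in the labels (against DEDAF, another name of RYBP) and the study name RYBP; the samples were taken as RYBP ChIP on that ground. Groups and replicate numbers were taken from the labels. Input samples carried no processed file of their own and were not analysed here, so no value below is a comparison of ChIP with input made here.

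According to the methods of the study, chromatin was cross-linked with ethylene glycol bis succinimidylsuccinate and then formaldehyde, reads were paired-end, alignment to the mouse genome build mm9 was done with Bowtie, duplicate reads were removed, and peaks were called with MACS2 under its broad option. Peaks were called by the authors in each replicate separately. Each deposited peak list gives a fold enrichment, which is a linear ratio of the pile-up to the local background as computed by the authors' caller. The deposited lists also give −log10 of the p-value and −log10 of the q-value of each peak, and a score that equals 10 times the −log10 q, rounded down. These values belong to single peaks as the authors deposited them and were used only to describe, rank or filter peaks within a list. The other file of the authors is a merged list of regions with positions and no values. The union of both replicate lists was rebuilt with bedtools, with the replicate 2 starts moved by 1 bp. All 22409 merged regions were identical to a region of that union, and 0 differed. The merged list is therefore a union of calls and not an intersection.

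The peak lists carry no read depth, and no depth entered a calculation. The study lists more mapped reads for the ChIP library with fewer peaks, and likewise for its input. Depth by that count runs opposite to the number of peaks. Exact binomial intervals at the 95% level are given for shares. They cover counting error over peaks only, and peaks are not independent replicates. With 2 replicates there is no test between replicates.

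Peaks were compared by overlap of at least 1 bp. The null distribution of the overlap came from 1000 random rotations of the replicate 2 peaks along each chromosome, leaving out the first 3 Mb. Rank correlations and differences in median were tested with 10000 permutations. Merged regions were set against 22208 protein-coding gene symbols of the GENCODE annotation of the same build. A region counted as at a transcription start site when it overlapped a window of 2.5 kb on each side of one. A gene locus was the gene body with 5 kb upstream. GC content was the share of G and C bases, and CpG density the number of CpG dinucleotides per 100 bp; both were set against 1000 sets of random windows of the same width on the same chromosome. The smallest p-value that rotations can give is 0.001, and the smallest that permutations can give is 0.0001. Rotation tests are one-sided and permutation tests two-sided.

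Regions and genes to be named were fixed before the data were examined, as were most of the tests and alternatives. These were the 5 merged regions with the largest value of the smaller of their replicate −log10 q values, the 3 widest merged regions found in both replicates, the peak of highest −log10 q in each replicate that overlapped no peak of the other, and 37 of the genes that the study text names as targets or controls of SCL. SCL, encoded by Tal1, is the transcription factor the study is about. The alternatives were a stricter threshold (−log10 q of at least 2, or a fold enrichment of at least 3), a stricter overlap (50% of the peak or of both peaks), equal numbers of peaks, other null models and measures, other windows, and the peaks of a single replicate in place of the merged list. A gap of up to 1 kb, and the merged regions found in both replicates as the list for clustering, start sites and gene loci, were added after the data had been seen. So were the single-replicate values of named genes and regions, and the tests described as later choices under the closing observations.

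For the closing observations, the local background of each peak was solved from its deposited fold enrichment and −log10 p under the Poisson model of the caller. This treats each peak as a single pile-up over a single background. Whether that holds for peaks called under the broad option was not tested, so the implied background is approximate. Near-identical copies of peaks were sought with minimap2 2.31, requiring at least 50% of the peak at 90% identity. The interval code was tested on simulated data. A simulated list that kept 59.8% of the replicate 1 peaks gave a recovered share of 60.0% over 14794 peaks, and 1 of 40 unrelated rotated lists had a p-value under 0.05. Other tools were bedtools 2.31.1, samtools 1.23.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.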

Results

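RYBP ChIP-seq was available for 2 replicates of wild-type FLK1-positive mesoderm from embryoid bodies, which are aggregates of differentiating mouse embryonic stem cells. The labels place the cells at day 3.75. The study asked where RYBP binds in cells about to be specified to blood, and whether it shares gene loci with SCL. The files give peaks and not reads, so no read depth could be taken from them. The study lists more mapped reads for the library with fewer peaks. All coordinates are in mm9.

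Replicate 1 contained 14794 peaks and replicate 2 contained 18154 peaks. Replicate 2 thus had 3360 more peaks, or 1.23 times as many. The median peak width was 766 bp in replicate 1 and 764 bp in replicate 2. The authors' fold enrichment had a median of 3.29 in replicate 1 and 3.60 in replicate 2. The stricter threshold of −log10 q of at least 2 moved the counts most, to 8576 peaks in replicate 1 and 11851 in replicate 2.

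The replicates were first compared by position. Of the replicate 1 peaks, 10206 overlapped a replicate 2 peak, a share of 69.0% (exact 95% interval 68.2% to 69.7%). In the other direction 10233 replicate 2 peaks overlapped a replicate 1 peak, a share of 56.4% (exact 95% interval 55.6% to 57.1%). After rotation of the replicate 2 peaks along the chromosomes, a mean of 1.78% of replicate 1 peaks overlapped one (SD 0.205 over 1000 rotations). The observed overlap was 38.7 times that mean (one-sided permutation p = 0.001, the smallest the rotations can give). Measured in base pairs, the lists shared 10.8 Mb, and their Jaccard index was 0.426. Requiring that 50% of both peaks be covered moved the shares most, to 43.4% of replicate 1 peaks and 35.3% of replicate 2 peaks.

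Overlap rose with peak significance. Peaks of each replicate were divided by −log10 q into 10 bins of equal size. In the lowest bin of replicate 1 peaks, 17.9% overlapped a replicate 2 peak, against 98.5% in the highest bin. In replicate 2 the shares were 11.7% and 97.2%. Shared peaks were also stronger. Their median fold enrichment was 3.50 in replicate 1, against 3.05 for peaks found in that replicate alone, a difference of 0.447 (permutation p = 0.0001, the smallest 10000 permutations can give). In replicate 2 the medians were 3.99 and 3.31, a difference of 0.684 (permutation p = 0.0001). Across 9380 one-to-one pairs of overlapping peaks, fold enrichment in the replicates had a Spearman rho of 0.474 (permutation p = 0.0001). This is a correlation across peaks, which are not independent replicates. Fold enrichment was higher in replicate 2 in 77.3% of these pairs.

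**Figure D1:**
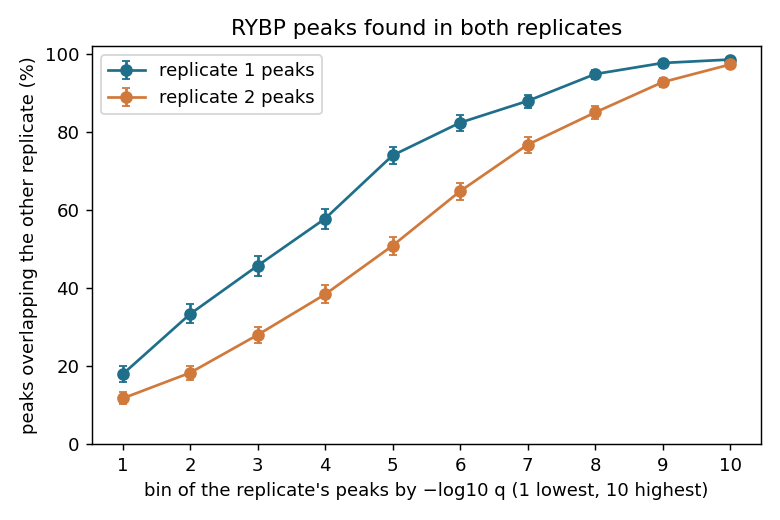
Share of peaks that overlap a peak of the other replicate (vertical axis, percent) in 10 equal bins of each replicate's peaks ordered by −log10 q (horizontal axis). Points are shares and bars exact 95% binomial intervals; the share rises from 17.9% to 98.5% in replicate 1 and from 11.7% to 97.2% in replicate 2.

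The merged list of the authors held 22409 regions covering 25.4 Mb. Replicate 1 contained 64.7% of them (exact 95% interval 64.0% to 65.3%) and replicate 2 contained 79.5% (79.0% to 80.1%). Both replicates contained 9901 of the regions, or 44.2% (exact 95% interval 43.5% to 44.8%). A further 4587 regions were found in replicate 1 alone and 7921 in replicate 2 alone. With 50% of the region required to be covered in each replicate, the share found in both was 31.9%.

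Merged regions were concentrated at promoters. Of the 22409 regions, 13213 lay within 2.5 kb of a protein-coding transcription start site, a share of 59.0% (exact 95% interval 58.3% to 59.6%). The rotated regions gave a mean of 8.98% and a maximum of 11.5% (one-sided permutation p = 0.001). Among regions found in both replicates the share was 81.1%. Among peaks found in one replicate alone it was 31.3% in replicate 1 and 47.3% in replicate 2, each above the maximum of its own rotations. The mean GC content of the merged regions was 58.3%, against 42.2% in random windows of the same width (one-sided permutation p = 0.001). CpG density was 4.78 per 100 bp, against 0.866 in the random windows (one-sided permutation p = 0.001). Set against windows 20 kb to the side, the difference in GC content was 11.5 percentage points in place of 16.1.

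**Figure D2:**
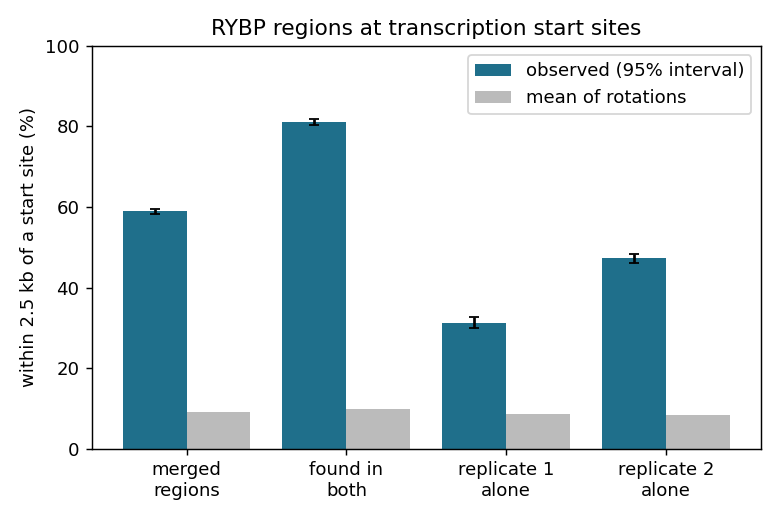
Share of regions or peaks within 2.5 kb of a protein-coding start site (vertical axis, percent) for all merged regions, merged regions found in both replicates, and peaks of each replicate alone. Dark bars are observed shares with exact 95% binomial intervals, and grey bars the mean of 1000 rotations; the observed shares of 59.0%, 81.1%, 31.3% and 47.3% all lie above the rotated means.

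Merged regions also lay close to one another. A share of 50.6% had another region within 10 kb, against a mean of 20.1% after random placement (one-sided permutation p = 0.001). Among regions found in both replicates, which are fewer, the share was 26.6% against 9.78% after random placement.

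The X chromosome had a low density of merged regions. It carried 246 merged regions, or 1.48 per Mb, against 8.96 per Mb over the autosomes. The ratio was 0.165, and the ratio of single autosomes to the same mean ran from 0.547 to 2.06. The X ratio was 0.160 in replicate 1 and 0.177 in replicate 2 (SD 0.0119, n = 2), so that the distance from the lowest autosome exceeded the spread between replicates.

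**Figure D3:**
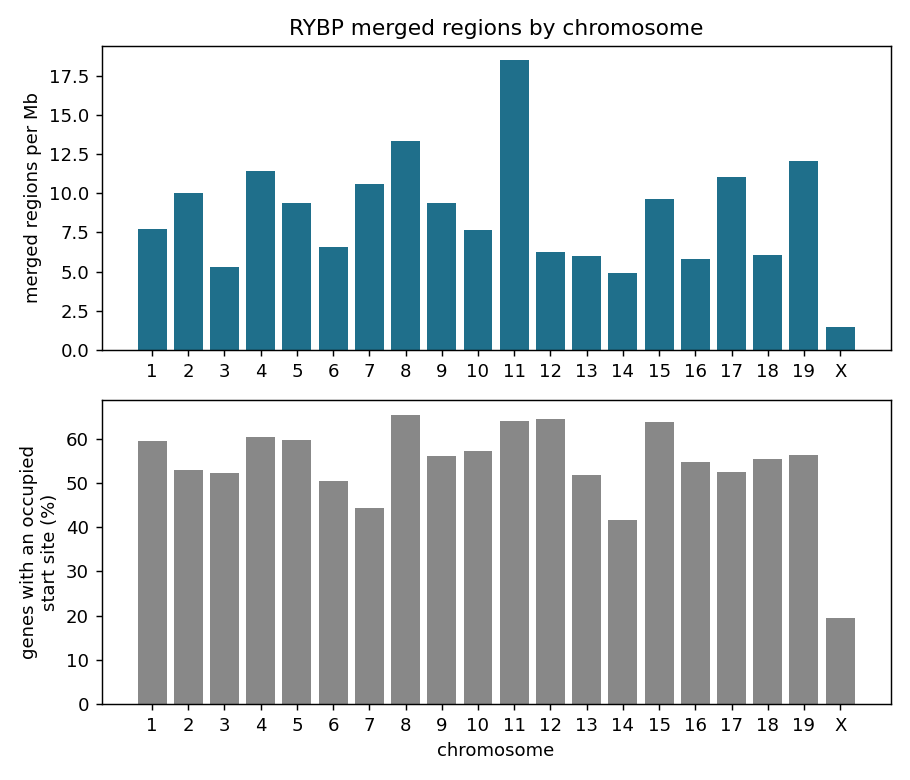
Merged RYBP regions per Mb (upper panel) and percent of protein-coding genes with a merged region within 2.5 kb of a start site (lower panel) for each chromosome. Bars are single values; the X chromosome has 1.48 regions per Mb and 19.5% of genes, below every autosome in both panels.

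A list of 37 genes, a subset of those named in the study text and fixed before the data were examined, was taken as loci of gene body and 5 kb upstream. Other genes the text names, such as Zfpm1 and Gse1, were not on the list. A merged region was present at 34 of them, or 91.9% (exact 95% interval 78.1% to 98.3%). Over all 22208 genes the share was 57.1%, and over genes of like length 62.2%. The study chose these genes partly on the same libraries, so the difference is not independent evidence. With the regions found in both replicates, 30 of the 37 loci were occupied. No merged region was present at Cdh5, Nfe2 or Gata1. The study likewise lists Nfe2 and Gata1 as not bound by RYBP, but it lists Cdh5 as bound. Its assignment of peaks to genes may differ from the locus used here. Tbx6 and Gypc, the latter listed by the study as bound by RYBP, had peaks in replicate 2 alone. Their highest fold enrichment was 3.10 and 3.45. Rybp, on chromosome 6 from 100178560 to 100237435, had 1 merged region, with a fold enrichment of 5.95 in replicate 1 and 6.24 in replicate 2. At Pcgf5 the values were 3.63 and 3.58, and at Rnf2 3.05 and 3.20. The mesodermal gene Mesp1 had values of 4.21 and 6.84.

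Of the 5 strongest merged regions, 4 contained a start site. The region on chromosome 3 from 89576717 to 89578002, over exons and start sites of Ube2q1 and 4632404H12Rik, had a fold enrichment of 10.7 in replicate 1 and 7.63 in replicate 2. The region on chromosome 7 from 59116586 to 59118040, over the start sites of Fancf and Gas2, had values of 8.15 and 12.5. The start sites of Pdxp (chromosome 15, 78743934 to 78745883; 8.01 and 7.27) and Klhl35 (chromosome 7, 106616647 to 106618083; 7.83 and 7.70) lay in the next ones. The remaining region, on chromosome 9 from 56071452 to 56071767, lay in an intron of C230081A13Rik. Its fold enrichment was only 4.15 and 3.33, although its −log10 q was 25.1 and 21.6. The 3 widest regions found in both replicates covered Hox genes. They spanned 39279 bp on chromosome 11 from 96129407 to 96168685 (Hoxb5 to Hoxb9), 29364 bp on chromosome 2 from 74509968 to 74539331 (Hoxd9 to Hoxd12), and 29243 bp on chromosome 15 from 102789994 to 102819236 (Hoxc9 and Hoxc10). These widths belong to the union of both lists and not to single peaks. The widest single peak was 26717 bp in replicate 1 and 18727 bp in replicate 2.

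The strongest peak of replicate 1 overlapped no peak of replicate 2. It lay on the X chromosome from 103382024 to 103382626, over the start site of Pgk1, with a fold enrichment of 15.9 and a −log10 q of 51.8. The strongest peak found in replicate 2 alone was intergenic, on chromosome 1 from 56838967 to 56839187, with a fold enrichment of 3.78 and a −log10 q of 15.2. Tal1, on chromosome 4 from 114729031 to 114744360, carried 3 peaks in each replicate. The highest, from 114740402 to 114742274 over the last exon and its stop codon, had a fold enrichment of 11.3 and was found in replicate 1 alone. The nearest replicate 2 peak was 3582 bp away, and the highest fold enrichment at Tal1 in replicate 2 was 4.17.

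**Figure D4:**
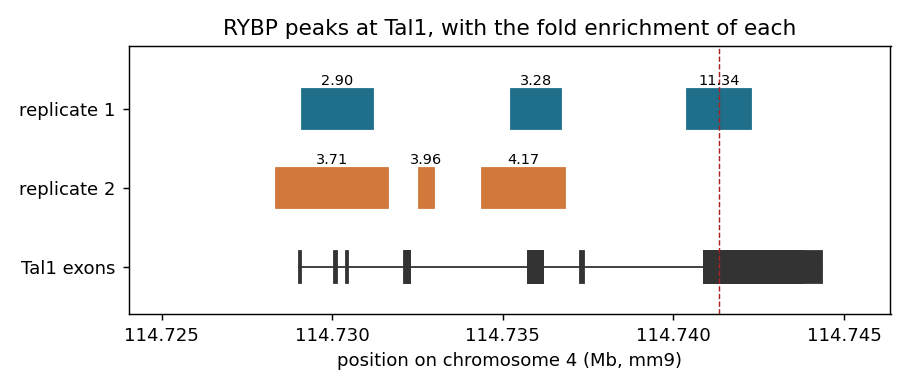
Map of Tal1 on chromosome 4 (horizontal axis, Mb, mm9) with its exons and the peaks of each replicate, each marked with its fold enrichment; the dashed line is the stop codon. The peak of 11.3 over the last exon is present in replicate 1 only, and the replicate 2 peaks reach 4.17.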

Values the study reported

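The study reported 911 peaks at which RYBP and SCL binding coincided, amounting to 9% of SCL peaks and 4% of RYBP peaks. At the level of gene loci, it counted 4075 loci bound by both factors, or 31% of the genes bound by RYBP. Of the 778 genes it classed as direct SCL targets with changed expression, 710 were among them.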

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

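The gap of up to 1 kb and the use of regions found in both replicates for clustering, start sites and loci, and the single-replicate values of named genes and regions, were chosen after the data were seen. The enrichment of replicate overlap over rotation, the correlation of shared peaks, the greater strength of shared peaks, clustering, the start-site share and the GC and CpG differences kept their direction under each alternative run. Where such an alternative had a test, it stayed past the threshold.

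Shares of overlap depended on the definition. For replicate 1 and replicate 2 peaks respectively, the share was 57.3% and 43.6% with 50% of the peak covered, 43.4% and 35.3% with 50% of both peaks covered, 83.6% and 61.3% at −log10 q of at least 2, 74.4% and 50.7% at a fold enrichment of at least 3, 65.9% and 65.9% with equal numbers of strongest peaks, and 73.5% and 59.9% with a gap of up to 1 kb. With equal numbers the difference between the directions disappeared, which follows from list size. The Jaccard index was 0.490 at −log10 q of at least 2, 0.425 at a fold enrichment of at least 3 and 0.451 with equal numbers. At −log10 q of at least 2 there were 8576 peaks in replicate 1 and 11851 in replicate 2. With 50% of the merged region covered, replicate 1 contained 57.0% of the regions, replicate 2 contained 74.8% and both contained 31.9%. At −log10 q of at least 2 in both replicates, the share in both was 54.1%, out of 13024 regions in place of 22409.

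The X to autosome ratio was 0.185 for regions found in both replicates and 0.145 for covered base pairs. When either replicate was left out, the ratio ran from 0.160 to 0.177, the share with a neighbour within 10 kb from 41.4% to 43.1%, and the start-site share from 65.1% to 65.7%. In the same pair of lists the GC difference ran from 17.3 to 18.4 percentage points and the CpG difference from 4.57 to 4.94 per 100 bp. All these single-replicate start-site, GC and CpG values exceed those of the merged list. For start sites, a union adds the peaks found in replicate 1 alone or replicate 2 alone, whose shares were lower (31.3% and 47.3%). GC and CpG were not compared between shared and unshared peaks, so the cause of their shift was not tested. Occupancy of the named loci stayed within its interval under each alternative.

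Peak lists without read depth allow no correction of the counts of peaks, or of the shares found in one replicate alone, for depth. No paired analysis was possible because the input samples that share replicate numbers with the ChIP samples were not analysed here.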

Other observations

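The test of nesting of one list in the other and all tests of the Tal1 and Pgk1 peaks were chosen after the result was seen, and the comparison with peaks of like GC content was added after the first GC test had been read. The patterns on chromosomes 8, 1 and 11 were also found in these data. Chromosome copy number and the genes and CpG-rich start sites of the X chromosome were examined. No other biological explanation was tested for any pattern, since the design has a single group with peak lists.

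Only 44.2% of the merged regions were found in both replicates. The share of peaks matched in the other replicate rose by at least 80.6 percentage points from the lowest to the highest of 10 bins by −log10 q, in line with peaks near the caller threshold as a source of the mismatch. Calls spread at random along the chromosomes are argued against as the only source. Of peaks found in replicate 1 alone, 31.3% lay at start sites, and their rotations reached at most 11.5%. Rotations have no preference for start sites, so false calls that favour such sites are not excluded. One list was not nested in the other, because 69.0% of replicate 1 peaks were in the larger list. Shifted borders account for few of them, as at most 14.5% of unmatched peaks in either replicate lay within 1 kb of a peak of the other. A greater number of mapped reads does not account for the longer list of replicate 2, since the study lists fewer for that library. The study does not say whether those counts precede the removal of duplicates, so usable depth is not settled. How far depth bears on the peaks found in replicate 1 alone was not tested.

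Replicate 1 had 18 peaks with a fold enrichment of at least 7, and 4 of them had no overlap in replicate 2. Replicate 2 had 99 such peaks and 0 without overlap. The 4 peaks lay at the Pgk1 start site (15.9), at the last exon of Tal1 (11.3), at the Pgk1 3′ end on the X chromosome from 103398999 to 103399407 (7.58), and in intergenic sequence on the X chromosome from 23585561 to 23585836 (8.33). They were chosen after their values were seen. Near-identical copies elsewhere in the genome are argued against, as 0 of the 4 peaks had one. The 99th percentile of fold enrichment among peaks found in replicate 1 alone was 4.14. As the 4 peaks were picked from that set by their fold enrichment, this value does not exclude signal just under the threshold in replicate 2, where the list holds no value for these sites. A candidate explanation is donor or vector DNA in the replicate 1 library. The study made Scl:mCherry reporter lines with a homology donor. Its supplement describes that donor as an mCherry sequence ending in a stop codon, with homology arms. The methods of the study describe sorting of transfected cells by GFP and name no drug-selection cassette. The study text thus gives no vector element that would account for the Pgk1 peaks. It does not describe how its Scl-null line, from earlier work, was targeted. The midpoint of the Tal1 peak was 9 bp from the centre of the stop codon (114741328 to 114741330), and 0.124% of positions in the gene lie that close. This idea came from the same peaks, so the distance could have excluded it but cannot establish it. The labels call these samples wild type, the donor sequence was not analysed here, and the intergenic peak remains unexplained.

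Few merged regions lay on the X chromosome. A smaller number of genes does not account for it, since 19.5% of X-linked protein-coding genes had an occupied start site, against 41.6% to 65.4% on the autosomes. Among genes with a CpG-rich start site (at least 3 CpG per 100 bp within 500 bp on each side) the share was 40.8%, against 74.3% to 89.2%, so that a lack of CpG-rich start sites is not the whole cause either. The test of lower fold enrichment decides nothing. The median on the X chromosome was 3.52 in replicate 1, above the autosomal range of 3.03 to 3.46, and 3.82 in replicate 2, above 3.34 to 3.76. These medians cover called peaks alone, and a lower background raises the fold enrichment a call needs. Lower enrichment and fewer reads from the X chromosome both stay open. The densities were not corrected for the number of X copies per cell, and the study text does not give the sex of its wild-type line. Fewer copies of the X than of the autosomes would give fewer reads. The local background implied by the X peaks, relative to the autosomal median, was 0.744 in replicate 1 and 0.735 in replicate 2. That is the direction fewer reads would give.

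Peaks on chromosome 8 had the lowest median fold enrichment of all chromosomes in both replicates (3.03 and 3.34). The background implied by each peak's fold enrichment and p-value, relative to the autosomal median, was 1.45 on chromosome 8 in replicate 1 and 1.28 in replicate 2. It was 1.24 and 1.27 on chromosome 1, 1.14 and 1.00 on chromosome 11, and 0.744 and 0.735 on the X chromosome. The other autosomes stayed at or below 1.04. Local regions of high background are argued against, since the lowest value over 4 equal segments of chromosome 8 in both replicates was 1.21. The GC test planned first gave a mixed outcome. Peaks on chromosome 8 had a mean GC of 58.5% in replicate 1, with a lower mean on 1 autosome, and 58.5% in replicate 2, with a lower mean on 0 autosomes, so that chromosome 8 lay at or next to the end of the range, as a GC effect predicts. Against it, the background of the autosomes did not follow the mean GC of their peaks (Spearman rho -0.246 in replicate 1 and 0.0105 in replicate 2), and in the chromosome sequence itself 12 autosomes had a lower GC content than chromosome 8. The set of called peaks can itself shift the mean. A further test was therefore added, against peaks of like GC content. There the background on chromosome 8 was 1.46 in replicate 1 and 1.40 in replicate 2. It was 1.26 and 1.34 on chromosome 1, and 1.17 and 1.06 on chromosome 11. The autosomes other than 1, 8 and 11 reached at most 1.03, which argues against GC content as the cause on chromosome 8. Chromosome copy number is a candidate explanation, with gained copies of chromosomes 8 and 1 in a part of the cells. Whether chromosome 11 belongs with them, and in which replicate, is left open. It cannot be told apart from other sources of chromosome-wide background, because the implied background is computed from the same fold enrichment and p-values that showed the pattern. The margin of chromosome 8 over chromosome 1 was slim in replicate 2. Read coverage of the inputs would bear on it.

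Some peaks combined high significance (−log10 q of at least 10) with a fold enrichment under 3. There were 15 in replicate 1 and 5 in replicate 2. Reads collapsed from repeated sequence may contribute. A near-identical copy elsewhere in the genome was found for 6 of the 20, or 30%, against 4 of 200 drawn peaks past the same significance threshold with a higher fold enrichment. All of these came from replicate 1, with 6 of 15 against 4 of 100. In replicate 2 there were 0 of 5 against 0 of 100, so that the value without replicate 1 is 0. Since 6 is a minority, and copies that the assembly lacks cannot be seen, the test leaves the explanation open.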
